A study of Homo sapiens with 2 samples.

How the data were processed

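Gene expression was measured on 2 two-colour Agilent arrays of the 8x60K format. Each array carried labelled RNA of SNB19 cells, an established human glioblastoma line, transfected with a plasmid (pLemiR) into which the microRNA miR-155 had been cloned. Per the labels, this RNA was in the Cy5 channel and RNA of control SNB19 cells was in the Cy3 channel of the same array. The overexpressing samples are called C-2 and C-3, after their labels, which do not say what the letter stands for. Dyes were not swapped, so a gene that takes up 1 dye better than the other cannot be separated from a gene that changed. Both arrays lay on 1 slide and were scanned in 1 run, so there was no slide or scan batch to test.

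Per the labels' protocols, total RNA was reverse transcribed from an oligo-dT primer, amplified by in vitro transcription and labelled during that step. Per the file headers, the arrays were read with Feature Extraction 11.5.1.1, and the probe coordinates are on the human genome build hg19. The deposited spot intensity is the mean of a spot's pixels on a linear scale, with the median of its local background beside it, and neither is normalized, per the file headers. The authors' scanner output also holds a processed intensity per channel, which the software had detrended and dye-normalized within the array. The deposited log10 ratio is that of the processed Cy5 over the processed Cy3 intensity. The deposited p-value of that ratio comes from the software's error model for 1 spot on 1 array, per the file headers. The deposited series values are 1 log2 ratio per gene name and array. Set against the scanner values, 99.4% of its values on C-2 and 99.3% on C-3 lay within 0.01 of the gene's mean log2 ratio of processed intensities, so its direction is miR-155 over control.

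From the spot intensities, the background was corrected with normexp and an offset of 50, each array was normalized by loess on its gene spots, and control spots and spots with an outlier flag were left out (151 spots on C-2 and 139 on C-3). No spot was saturated (0 spots). Spots of 1 probe were averaged. A probe was kept where a share above 0.5 of its spots were well above background, by the scanner's flag, in 1 and the same channel on both arrays. Of 58201 probes, 25499 (43.8%) were kept, and 22806 of these were well above background in both channels. Probe names were updated through RefSeq accessions or symbols in a table of the GRCh38.p14 assembly, which was used for names only. It gave a symbol to 34470 probes (59.2%), and the others kept the name in the files. Where a gene had several probes, the probe of highest mean log2 intensity stood for it, which left 20076 genes.

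The control RNA was counted as 1 control sample, because the labels do not say whether both arrays carried the same extract. The log2 ratio of miR-155 over control was therefore tested against 0, which leaves out the control's own spread. The test was limma's moderated test (lmFit with an intercept, then eBayes, two-sided), with Benjamini-Hochberg adjustment over the kept probes and a threshold of 0.05. With 2 arrays it had 1 residual degree of freedom per probe and 2.68 prior degrees of freedom from the pooled spread. The number of arrays limits the precision. A count of probes past 2-fold on both arrays was made without a test. Signals were low for most probes, as the medians in the report show, and an offset of 50 pulls the log2 ratios of such probes toward 0. Fold changes of dim genes are therefore understated, and the offset was varied.

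Gene lists were written before the data were examined, from general knowledge: NF-kB target genes, published miR-155 targets, proliferation genes, invasion genes and interferon-stimulated genes. They were tested with limma's camera, with a preset correlation between genes of 0.01 and adjustment over the 5 lists. The medians of lists are given relative to the median of all genes. The alternatives fry and camera with an estimated correlation were run on each list, as was the percentile of the list's median among 10000 random lists of the same size matched on mean intensity in 20 bins. Random lists do not keep the correlation among members of a list, so genes that move together can give an extreme percentile.

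The rule for the genes named in the text was also set before the data were examined. It took AGTR1, CXCR4 and MIR155HG, then the 5 highest and 5 lowest mean log2 ratios among called probes that were well above background in both channels on both arrays, then up to 3 genes each way whose dimmer channel was not well above background on either array, and the called members of the lists. For the genes with a dim channel only a bound is given. It is the bright channel's mean against the mean, per array, of the higher of the dim probe's own value and the lowest value among probes well above background. These values were taken per channel after loess and Aquantile normalization, include the offset and are open to dye bias. Where the dim probe's own value is the higher on both arrays, the rule returns the size of the mean ratio itself, and the ratios are given without a bound. A test of genes with a miR-155 seed site in the 3' untranslated region had been planned. It was not run, because no such sequences were used here.

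The main choices were varied 1 at a time: the background correction, the normalization within and between arrays, the scanner's own ratio, the series table, the filter, the treatment of several probes per gene, the variance model, the scanner's p-value, the set test and the arrays used. A normexp offset of 0, a centring on spike-in control probes and list tests without chromosome 10 were added after the data had been seen. The procedure was tested on simulated data, with 200 of 25499 probes changed and the fitted spread, in 20 simulations. It recovered 87.0% of the probes changed 4-fold and 2.75% of those changed 2-fold, with 100% of the recovered signs right, and 6.90% of its calls were false. The simulations made 96.35 calls on average and the data 2208, so the adjustment was less strict in the data. The simulated shares therefore do not carry over: of the 558 probes past 2-fold on both arrays, 531 were called. Simulated lists of 30 probes shifted by 0.3 were called in 100% of simulations and unshifted lists in 0%. At an unadjusted p under 0.05, fry called 65.0% of the shifted lists and camera with an estimated correlation called 0%. All these lists held probes simulated as independent, so the rates do not cover lists of genes that move together. Because both ratios share the control, 100 data sets of unchanged samples against 1 control were also simulated. Deviations of each sample, the control included, were drawn from the differences between the Cy5 channels of the 2 arrays, and array noise from the differences between their Cy3 channels. The software was R 4.3.3 with limma 3.58.1.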

Results

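The series compared SNB19 glioblastoma cells that overexpressed miR-155 with control SNB19 cells. Its title names the angiotensin receptor gene AGTR1, the transcription factor NF-kB and the chemokine receptor gene CXCR4 together as an axis targeted by the microRNA. Expression was measured on 2 two-colour arrays, 1 for each of the overexpressing samples C-2 and C-3, with the control in the other channel. The median gene-spot signal was 30.8 in Cy3 and 24.1 in Cy5 on C-2, over median local backgrounds of 21 and 17. On C-3 it was 32.1 and 25.4, over 20 and 17. On C-2, 45.3% of probes were well above background in Cy3 and 46.0% in Cy5, and on C-3 the shares were 41.9% and 44.7%. All ratios below are miR-155 over control on the log2 scale, and 2 arrays without a dye swap limit their precision.

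The host transcript of miR-155 was examined first, as a check of the labels. The only MIR155HG probe on the array (hg19, chromosome 21, 26946350 to 26946409) had a mean signal of 38.5 in the control channel and 522 in the miR-155 channel on C-2, and of 43.9 and 678 on C-3. Its log2 ratio was 3.11 on C-2 and 3.45 on C-3, with a mean of 3.28 ± 0.24 (SD, n = 2) and a limma adjusted p of 0.0233. The first 7 bases of this 60-base probe lie in the miR-155 hairpin and the other 53 lie beyond its 3' end, so it can also read RNA of a cloned construct that extends that far.

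CXCR4 was lower in the overexpressing cells on both arrays. Over 10 spots of its 1 probe (hg19, chromosome 2, 136871953 to 136872012), the mean signal was 549 in the control channel and 32.1 in the miR-155 channel on C-2, and 564 and 27.3 on C-3. Of the 10 spots, all were well above background in Cy3, and in Cy5 10 were on C-2 and 6 on C-3. The log2 ratio was -2.93 on C-2 and -3.03 on C-3, with a mean of -2.98 ± 0.07 (SD, n = 2) and a limma adjusted p of 0.0233. The alternatives that moved both genes most were the scanner's own ratio and the series table made from it, in which no offset is added, with -5.40 for CXCR4 and 5.30 for MIR155HG. Under an ordinary unmoderated test neither gene passed, with adjusted p of 0.394 and 0.412.

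No ratio is given for AGTR1. Its 1 probe (hg19, chromosome 3, 148460067 to 148460126) was not well above background in either channel on either array. On C-2 its signal was 20.9 over a local background of 20 in Cy3 and 22.0 over 17 in Cy5, and on C-3 it was 22.1 over 21 and 21.0 over 18. A fall of AGTR1, or a rise too small to lift its probe above background, could not have been detected on these arrays.

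**Figure D1:**
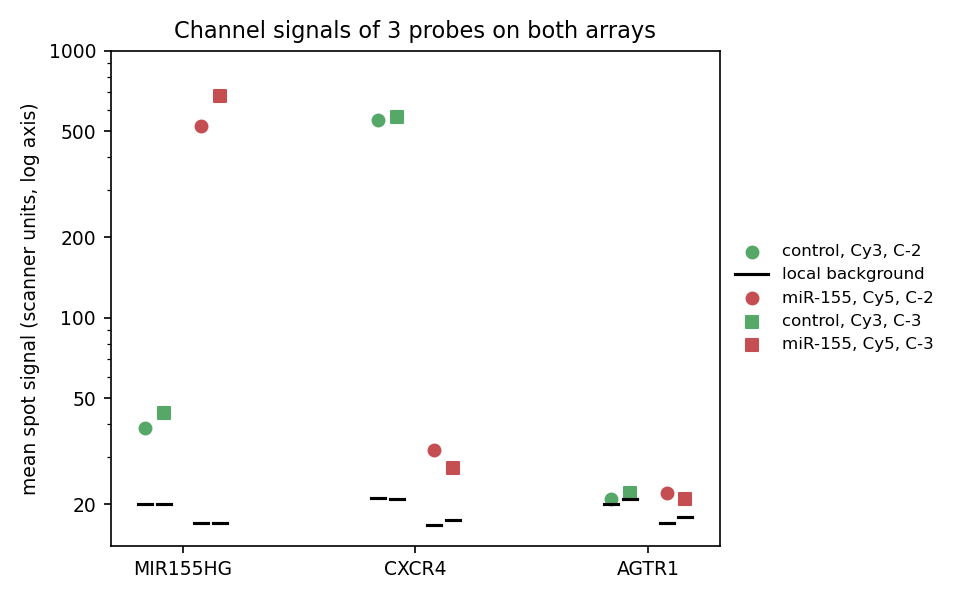
Mean spot signal in scanner units (log axis) of the MIR155HG, CXCR4 and AGTR1 probes in the control channel (Cy3) and the miR-155 channel (Cy5), circles for C-2 and squares for C-3, with short lines at the local background. MIR155HG rose from 38.5 to 522 on C-2 and CXCR4 went from 549 to 32.1, while AGTR1 stayed near its background in both channels.

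Across the 25499 probes kept, 2208 (8.66%) had a limma adjusted p under 0.05, and all 2208 had the same sign on both arrays. Of the 2208 called probes, 905 were higher and 1303 lower with miR-155, so 41.0% were higher. The smallest adjusted p was 0.0233, shared by 52 probes, and 7952 probes had an unadjusted p under 0.05. The smallest called ratio was 0.53 in size and the median called ratio was 0.83. The count rested on the variance model and on the centring. An ordinary unmoderated test called 0 probes after adjustment and 3044 at an unadjusted p under 0.05, whereas centring on the spike-in controls, chosen after the data were seen, called 21578. The spike-in controls had median ratios of -0.59 on C-2 and -0.71 on C-3 after loess, so each direction is relative to a typical gene, whose ratio loess sets near 0.

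By the rule of size, 558 probes were past 2-fold in the same direction on both arrays, 195 higher and 363 lower, and 531 of these were also called. Only 1 probe was past 2-fold in opposite directions. The ratios of C-2 and C-3 had the same sign for 73.0% of probes, and their correlation across probes, which are not independent replicates, was 0.75 (Pearson) and 0.66 (Spearman). Part of this follows from the shared control. In simulations of unchanged samples against 1 control the same-sign share was 64.2%, the correlations were 0.45 and 0.41, and 127 probes on average were past 2-fold on both arrays. The simulations gave 0.36 limma calls on average and 9 at most.

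**Figure D2:**
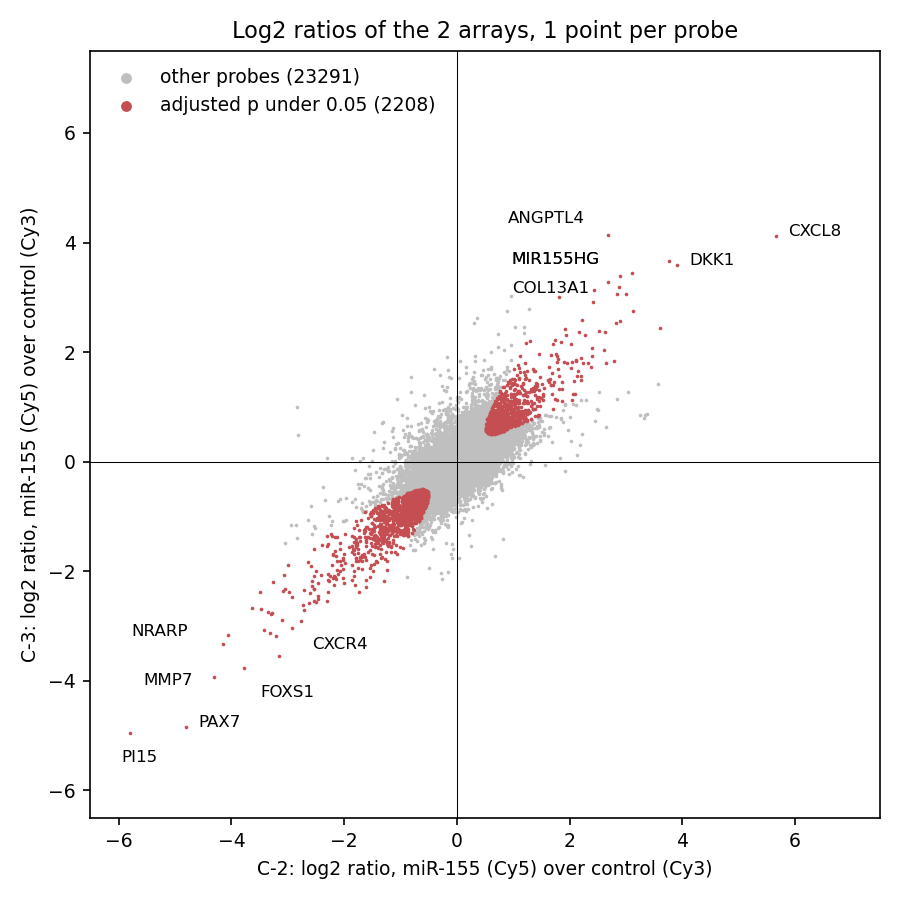
Log2 ratio of miR-155 over control on C-3 (y axis) against C-2 (x axis), 1 point per probe, with the 2208 called probes in red and the genes named by the rule of size labelled. Called probes lie in the quadrants where both arrays have the same sign, which the test imposes, and the correlation across probes was 0.75.

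Among called genes well above background in both channels on both arrays, the highest mean ratios were those of the chemokine gene CXCL8 at 4.89 ± 1.09 (SD, n = 2; adjusted p 0.0301), the Wnt antagonist gene DKK1 at 3.74 ± 0.22 (adjusted p 0.0233) and ANGPTL4 at 3.40 ± 1.03 (adjusted p 0.0369). They were followed by MIR155HG and by COL13A1 at 3.14 ± 0.35 (adjusted p 0.0244). CXCL8 (chromosome 4, 74609265 to 74609324) had 5.66 on C-2 and 4.12 on C-3, and ANGPTL4 had 2.68 and 4.13, so these genes differed between the samples by more than DKK1, with 3.90 and 3.59. By the same limits, the lowest were PI15 at -5.38 ± 0.60, PAX7 at -4.82 ± 0.02, MMP7 at -4.12 ± 0.27 and FOXS1 at -3.77 ± 0.01, each with adjusted p 0.0233, and NRARP at -3.74 ± 0.57 (adjusted p 0.0262). The order depended on the offset. With an offset of 0, ANGPTL4 (5.02) lay above DKK1 (3.79), PAX7 (-6.70) below PI15 (-5.83), and CXCR4 (-4.86) below MMP7 (-4.80). The PAX7 probes disagreed in size: a second, dimmer probe had a mean ratio of -0.21. The other genes of this paragraph had 1 kept probe each. For NRARP the scanner's own ratio of that probe was -4.07. The series table, which averages all spots of a gene name, gave -1.865 for NRARP (limma adjusted p 0.1121), so its call was lost there.

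Some probes were well above background in 1 channel on both arrays and in the other channel on neither. Of 418 such probes with a symbol and a positive log2 bound on the miR-155 side, the largest bound belonged to NOG, at least 4.21-fold higher in the mean of both arrays. CXCL1 and NTNG1 came next by the rule, but no bound is given, because the means rested on C-2: their ratios were 3.38 and 3.25 on C-2 and 0.88 and 0.86 on C-3, and neither passed the test (adjusted p 0.132 and 0.130). Of 247 such probes with a symbol and a positive log2 bound on the control side, BCHE, AGR2 and CAGE1 came first, each lower with miR-155 with adjusted p 0.0233. CAGE1 was at least 5.62-fold lower in the mean of both arrays. No bound is given for BCHE and AGR2, because their dim values were above the floor of the rule, which then returns the mean ratio itself. Their ratios were -2.72 and -2.53 on C-2 and -2.62 and -2.55 on C-3. These values are relative to a typical gene, as loess sets it. Under spike-in centring the log2 ratios of BCHE, AGR2 and CAGE1 were -2.02, -1.89 and -1.87, so the bound of CAGE1 does not hold on that scale. A further 1658 probes were well above background in 1 channel on both arrays and in the other on 1 array, and belong to neither ranking. Of these 34 were called, with ratios from -3.25 to 3.71.

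C-2 and C-3 also differed from each other. Their ratios were at least 1 apart for 349 probes, 108 higher in C-2 and 241 higher in C-3, a comparison of 1 array each and without a test. Taken per channel, the SD over probes of the difference between the arrays was 0.36 in the miR-155 channel and 0.18 in the control channel. A difference of at least 1 was found for 451 probes in the miR-155 channel and 48 in the control channel. The scanner's own ratio moved the count of 349 most, to 1937.

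The fixed gene lists asked whether NF-kB targets, miR-155 targets and genes of proliferation, invasion and the interferon response moved as groups. A deviation of the control, counted as 1 sample, would shift a list the same way on both arrays. Neither the list tests nor the counts on both arrays can tell it from a change with miR-155. The simulations against 1 control did not cover lists. The NF-kB target genes (24 of 32 measured) had a median of 0.18 relative to all genes, and camera gave an adjusted p of 0.219. The medians of the ratios were 0.26 on C-2 and 0.0064 on C-3, and the mean over both arrays lay at percentile 99.8 of matched random lists, so the tests differed. Of them, 12 were higher and 7 lower on both arrays. Among the members, 8 were called over all probes (5 higher, 3 lower), and 11 were called when adjusted over the list alone. Those higher were CXCL8, CXCL2 (1.59), RELB (1.22), BIRC3 (1.16) and IL1B (0.75), and those lower were CCL2 (-1.82), BCL3 (-1.19) and IL6 (-1.17), each value the mean of 2 arrays.

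The published miR-155 targets (40 of 41 measured) had a median of -0.02 relative to all genes (adjusted p 0.749), with 10 higher and 17 lower on both arrays. Over all probes 4 were called, and 9 when adjusted over the list alone. CCN1 (-2.04), CEBPB (-1.04) and RICTOR (-0.57) were lower, and HIF1A (1.20) was higher. The direction of RICTOR was lost under spike-in centring, where its ratio was 0.078.

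The proliferation genes (24 of 24 measured) had a median of 0.34 relative to all genes, with an adjusted p of 0.0016. The value came from C-2: the medians of the ratios were 0.62 on C-2 and 0.01 on C-3, and 12 genes were higher and 0 lower on both arrays. RRM2 (1.36) and CDK1 (0.79) were called, and 3 genes were called when adjusted over the list alone. A second CDK1 probe had a ratio of 0.11. The interferon-stimulated genes (22 of 26 measured) had a median of 0.20 relative to all genes (adjusted p 0.0063), with 12 higher and 2 lower on both arrays and medians of 0.31 on C-2 and 0.15 on C-3. This list was set as a technical control for a common response to transfected constructs, so its rise need not come from miR-155. IFIT2 (0.91), IFIT1 (0.76), IFI44 (0.69) and IFI6 (0.63) were called, and 7 genes when adjusted over the list alone. CDK1, IFIT1 and IFIT2 lie on chromosome 10, whose genes had a median of 0.17 relative to all genes on both arrays. Without the list members on chromosome 10 the interferon call was lost (adjusted p 0.062), whereas it held when all genes of the chromosome were left out (adjusted p 0.0441). Both tests were chosen after the data were seen. Leaving out 1 array moved the proliferation median most, to 0.03 without C-2 and 0.63 without C-3. Neither list call held under fry (adjusted p 0.446 and 0.431). Among matched random lists the proliferation median lay at percentile 99.97 and the interferon median at 99.79, so the tests differed. Camera with an estimated correlation gave 0.904 for all 5 lists, but it called 0% of simulated shifted lists and so says little about these calls.

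The invasion genes (22 of 23 measured) had no common direction. Their median was 0.03 relative to all genes, their mean ratio was -0.08, camera gave the direction up (adjusted p 0.890) and fry the direction down (adjusted p 0.431). On both arrays 10 were higher and 8 lower. TGFBI (1.52) and SPARC (1.08) were called higher and SNAI1 (-2.22), SNAI2 (-1.41) and ITGAV (-0.80) lower, which makes 5 calls over all probes and 11 when adjusted over the list alone.

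**Figure D3:**
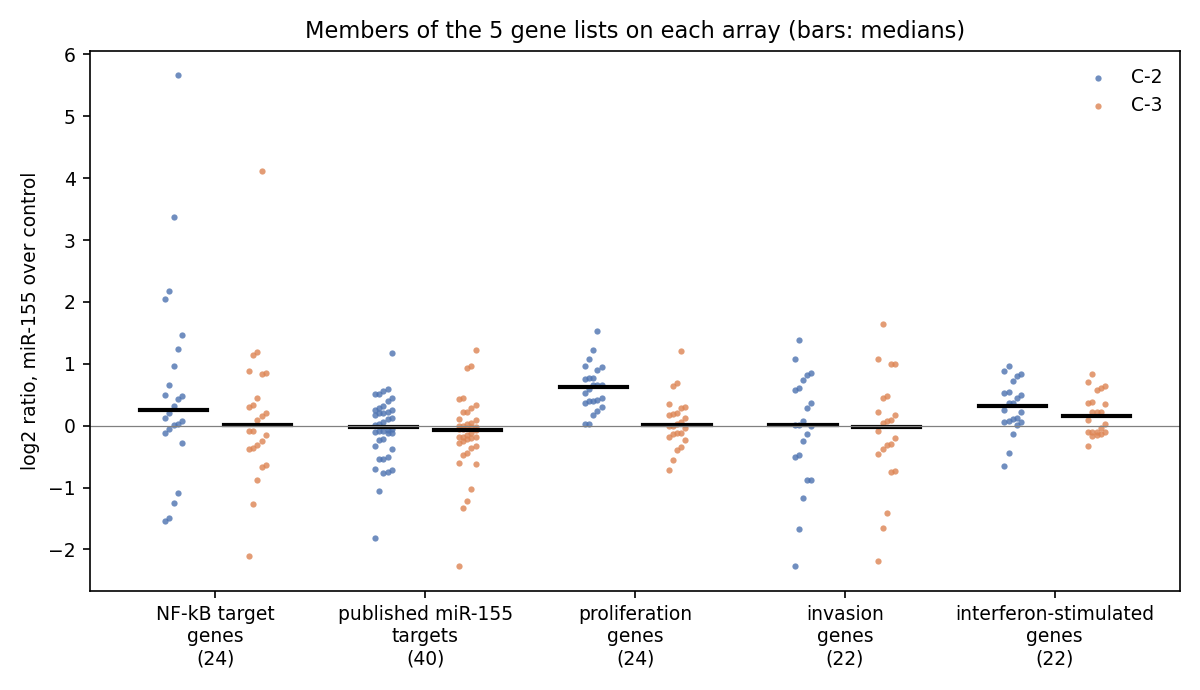
Log2 ratio of miR-155 over control (y axis) of each measured member of the 5 gene lists, blue for C-2 and orange for C-3, with bars at the medians and the number of measured genes under each name. The proliferation genes had medians of 0.62 on C-2 and 0.01 on C-3, and CXCL8 is the highest point of the NF-kB targets on both arrays.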

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

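Both tests of this part were chosen after the ratios had been seen. The spike-in control probes, which read RNA added to each sample in known amounts and were used in no comparison apart from 1 alternative centring, gave a signal away from 0. Of 10 such probes with 35 spots each, 7 were well above background in both channels on both arrays. Their median scanner log2 ratio of Cy5 over Cy3 was -0.76 on C-2 and -0.83 on C-3, and all 7 lay between -0.95 and -0.44. The software's own correlation of observed with expected spike-in ratios was 0.106 on C-2 and 0.236 on C-3, out of its accepted range on both. Different spike-in mixes in the 2 dyes would put the probes several log2 units apart, but the larger of the ranges within an array was 0.41. Background at low signal would bring bright probes back to 0, but the highest scanner ratio among the 3 brightest probes was -0.44. After loess the 7 probes ran from -0.83 to -0.17 on C-2 and from -0.93 to -0.26 on C-3. On that scale the brightest probe was the nearest to 0 on both arrays. The next 2 brightest were farther from 0, between -0.93 and -0.68. What stays open, untested, is that less spike-in RNA was added to the Cy5 samples, or that the overexpressing cells gave more labelled messenger RNA per amount of RNA, which could be biological. Normalization on gene spots, in the scanner software as in loess, removes any such common change by construction.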

How the results depend on the processing

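The alternatives were chosen before the data were examined, except the offset of 0, the spike-in centring and the tests without chromosome 10, which were chosen after seeing the data. The cause of a change was not tested unless one is given. The 2208 called probes became 4272 with no background subtraction, 4166 with an offset of 16, 3895 with an offset of 0 and 5030 with an intensity trend in eBayes; 2205, 2204, 1969 and 2191 of these were among the 2208. Without the filter 1320 of 58189 probes were called. The series table gave 685 of 20003 genes, the scanner's p under 0.01 on both arrays gave 4519 probes, and the ordinary unmoderated test gave 0, since 1 degree of freedom per probe was left without pooling (3044 at an unadjusted p under 0.05). Centring on spike-ins gave 21578, of which 21076 were higher and 502 lower, because it subtracts the spike-in medians of -0.59 on C-2 and -0.71 on C-3 from all ratios. After loess the spike-in ratios were not constant over signal. The dimmest of the 7 used, by signal on C-2, had -0.25 on C-2 and -0.34 on C-3, and the brightest had -0.17 and -0.26. The constant was thus too large for these spike-ins, and the count of higher calls may be overstated for dim probes. Median centring called 1672 probes, 1524 of them among the 2208, and 30.9% of its calls were higher, against 41.0% under loess. The scanner's ratio called 2992, of which 1510 were among the 2208, the lowest number shared of the 6 alternatives compared. The share of higher calls was 47.3% to 48.5% under no background subtraction, both smaller offsets, the trend and the scanner's ratio.

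The 558 probes past 2-fold became 875 with no background subtraction, 864 with an offset of 16, 1445 with an offset of 0, 1939 with the scanner's ratio, 1315 genes in the series table and 2205 with spike-in centring (2115 higher, 90 lower). Requiring 1 array in place of both gave 1039 to 1108. The 349 probes that differed between C-2 and C-3 became 589, 582, 1165, 1937 and 1443 under the first 5 of these. A smaller offset compresses ratios less, by construction.

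CXCR4 at -2.98 and MIR155HG at 3.28 did not pass under the ordinary unmoderated test (adjusted p 0.394 and 0.412); over 13 alternatives with both arrays they passed in the other 12, with ratios from -5.40 to -2.33 and from 3.15 to 5.30 and adjusted p from 0.000126 to 0.412. AGTR1 was at background in both channels, where no ratio is given, and its alternatives were not run.

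The proliferation median of 0.34 and the interferon median of 0.20 were not past the threshold under fry (adjusted p 0.446 and 0.431), which called 65.0% of simulated shifted lists at an unadjusted p under 0.05, and passed under the other 10 settings with a camera test of all genes. The estimated correlation (0.904 for all lists) called 0% of the simulated lists, with a smallest p of 0.0592, so it says little here. Without all genes of chromosome 10 the adjusted p was 0.0037 for the proliferation and 0.0441 for the interferon genes, and without only the interferon members there it was 0.062. Without C-2 the proliferation median was 0.03 and without C-3 it was 0.63. Leaving out 1 array gave 0.17 to 0.32 for the interferon genes, -0.051 to -0.011 for the miR-155 targets, -0.004 to 0.016 for the invasion genes and 0.02 to 0.27 for the NF-kB targets. The invasion median changed sign with the scanner's ratio (-0.038) and the series table (-0.11) and without chromosome 10 (-0.19), without passing a test in any setting. The NF-kB median lay at percentile 99.77 of matched random lists, although camera did not call it. The proliferation and interferon medians lay at percentiles 99.97 and 99.79, although fry did not call them. List tests were not repeated under spike-in centring, which shifts all genes alike.

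Of 475 values for the other 37 named genes under these alternatives, 374 kept their direction and their side of the threshold, 88 kept the direction but lost the call, 12 gained one, and 1 changed sign: RICTOR at 0.078 under spike-in centring. The 12 that gained a call were 6 each for CXCL1 and NTNG1. Leaving out 1 array leaves no residual degree of freedom, so these are values with no test, and the count of called probes has none. Each ratio already pairs the miR-155 and control channels of 1 array. The planned test of seed-site genes and its alternatives were not run. Signal over background limits the rest: 32702 of 58201 probes were not kept.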

Other observations

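The tests of channel spread, of the chromosomes against Cy5 noise, of the agreement of the arrays under shuffling, of windows along chromosome 10 and of the MIR155HG probe were chosen after the results had been seen; the shuffles, the GC correction, the matched lists and the seed words were set before their own results were seen, although the chromosome and proliferation patterns had been noticed.

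Log2 ratios depended on the chromosome. Over 19947 genes with a position on hg19, the median of chromosome 10 (797 genes) was 0.17 above that of all genes on C-2 and 0.17 on C-3. Chromosome 11 had 0.08 and 0.10, chromosome 3 had 0.09 and 0.13, and chromosome 19 had -0.09 and -0.04. In 10000 shuffles of the ratios among genes, with adjustment over 23 chromosomes and both arrays, 13 chromosomes passed on C-2 and 11 on C-3, 8 of them on both with the same sign. When the 2 ratios of a gene were shuffled together, at most 1 passed on both in 1000 shuffles. This agreement is not independent evidence, because a deviation of the shared control would appear on both arrays with the same sign. For the 4 named the permutation p was 1e-04 on both arrays, the smallest the shuffles can give. Chance placement of genes is argued against, since the largest shuffled median of chromosome 10 was 0.041 on C-2. Probe GC content correlated with the ratios across genes (Spearman -0.13 on C-2 and -0.07 on C-3), but with its trend removed the lower of the chromosome 10 medians was still 0.16, and 6 chromosomes still passed on both arrays. For chromosome 10, a few strongly changed clusters are argued against as well, since 14 of the 14 windows of 10 Mb on chromosome 10 had a positive median on both arrays. Chromosome 11 did not move as a whole: its windows up to 60 Mb had medians between -0.03 and 0.09, and those from 60 to 130 Mb between 0.10 and 0.39. On chromosome 5 the windows of at least 10 genes up to 40 Mb were below 0 on both arrays and those from 90 to 180 Mb were above 0. A hypothesis is that the transfected populations and the control cells differ in the copy number of chromosomes or parts of them, which may arise when cells are selected and grown apart. No DNA was measured, and a dye effect that follows chromosomes by another route than GC was not tested.

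The samples also differed from each other by chromosome. C-3 lay below C-2 by a median of -0.12 on chromosome 7 and of -0.13 on chromosome 5, each with an adjusted permutation p of 0.000329, and 8 chromosomes passed in all. On chromosome 7, 15 of 16 windows were lower in C-3. This compares 1 array each and has no replicate. Without its 3 members on chromosome 10, the interferon list had a median of 0.14 relative to all genes and an unadjusted camera p of 0.0248, against 0.20 with them. The adjusted p was 0.062, so the call was lost. With all genes of chromosome 10 left out, from the list and from the background, the adjusted p was 0.0441, so the call depended on the background.

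The miR-155 channels differed between arrays more than the control channels, with SDs over probes of 0.36 and 0.18, a ratio of 2.07. Hybridization and scanning noise alone could account for the 0.18 of the control channels, which carry RNA of 1 label. Among 281 probes with at least 5 spots, the median SD between spots was 0.11 in Cy3 and 0.14 in Cy5, a ratio of 1.33, so Cy5 was the noisier dye. Noisier Cy5 spots are argued against as the whole cause, since noise that is independent between spots would not order the difference along the genome, and 8 chromosomes passed the shuffle test for C-3 against C-2. How much of the 0.36 is noise stays open, because no RNA was hybridised in Cy5 on more than 1 array. A Cy5 effect shared by many spots was not tested.

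The proliferation genes were higher in C-2 than in C-3 for 23 of 24 members, by a median of 0.53. Their signal intensity is argued against as the reason: among 10000 random lists matched on intensity the largest median difference was 0.48. None of the 24 genes (0) lies on chromosome 7. Chromosomes 5 and 2 were also lower in C-3, by medians of -0.13 and -0.06. CCNB1 lies on chromosome 5, and MCM6, BUB1 and RRM2 lie on chromosome 2. Other members lie on chromosomes 1, 3, 16 and 17, which were higher in C-3. A difference in how fast the cultures grew at harvest may underlie the higher proliferation genes in C-2, but with 1 array per sample this was not tested.

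Within the 60 bases of the kept probes, 76 held the 7-base miR-155 seed match AGCATTA. Their median ratio was -0.02, and it ranked 90 from the lowest among 420 words of the same base composition, whose medians ran from -0.21 to 0.16. Of the 76, 4 were called lower and 2 higher. Whether transcripts with a seed match near the probe are repressed cannot be told apart from chance placement by this test, because a probe covers little of a transcript and few probes hold the match.

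The MIR155HG probe was far higher with miR-155, and a candidate explanation is that the probe reads the transcript of the cloned construct and not that of the host gene. Its first 7 bases match the 3' end of the miR-155 hairpin, whose sequence was written from general knowledge, and the other 53 lie past it. The explanations cannot be told apart, because the array holds 1 MIR155HG probe and the extent of the cloned insert is not stated in the labels.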
